# MED13-dependent signaling from the heart confers leanness by enhancing metabolism in adipose tissue and liver

**DOI:** 10.15252/emmm.201404218

**Published:** 2014-11-24

**Authors:** Kedryn K Baskin, Chad E Grueter, Christine M Kusminski, William L Holland, Angie L Bookout, Santosh Satapati, Y Megan Kong, Shawn C Burgess, Craig R Malloy, Philipp E Scherer, Christopher B Newgard, Rhonda Bassel-Duby, Eric N Olson

**Keywords:** energy homeostasis, mediator complex, metabolic flexibility, metabolic gene expression, metabolism

## Abstract

The heart requires a continuous supply of energy but has little capacity for energy storage and thus relies on exogenous metabolic sources. We previously showed that cardiac MED13 modulates systemic energy homeostasis in mice. Here, we sought to define the extra-cardiac tissue(s) that respond to cardiac MED13 signaling. We show that cardiac overexpression of MED13 in transgenic (MED13cTg) mice confers a lean phenotype that is associated with increased lipid uptake, beta-oxidation and mitochondrial content in white adipose tissue (WAT) and liver. Cardiac expression of MED13 decreases metabolic gene expression in the heart but enhances them in WAT. Although exhibiting increased energy expenditure in the fed state, MED13cTg mice metabolically adapt to fasting. Furthermore, MED13cTg hearts oxidize fuel that is readily available, rendering them more efficient in the fed state. Parabiosis experiments in which circulations of wild-type and MED13cTg mice are joined, reveal that circulating factor(s) in MED13cTg mice promote enhanced metabolism and leanness. These findings demonstrate that MED13 acts within the heart to promote systemic energy expenditure in extra-cardiac energy depots and point to an unexplored metabolic communication system between the heart and other tissues.

See also: **M Nakamura & J Sadoshima** (December 2014)

## Introduction

Obesity has reached epidemic proportions worldwide and is associated with increased risk of cardiovascular disease, hypertension, and diabetes, resulting in enhanced morbidity and mortality (Van Gaal *et al*, 2006). Obesity is associated with a variety of abnormalities in metabolic homeostasis, including insulin resistance, glucose intolerance, hyperlipidemia, and a condition described as “metabolic inflexibility”, referring to impairment in normal switching from fatty acid to glucose utilization in the fasted to fed transition (Storlien *et al*, 2004; Harmancey *et al*, 2008).

The ability of the body to adapt to metabolic changes in both the fed and fasted states requires inter-organ communication. While it is well known that adipose tissue communicates in an endocrine manner with most other organs (Sun *et al*, 2011; Rosen & Spiegelman, 2014), it is also becoming clear that such signaling is reciprocal. The heart is particularly interesting with respect to inter-organ metabolic signaling because it requires a continual supply of energy to sustain contraction and metabolism, but stores only enough energy for a few heart beats. Under normal conditions, the heart relies primarily on oxidation of fatty acids delivered via the circulation for energy and responds to metabolic signals from adipose tissue (Karmazyn *et al*, 2008). However, under conditions of stress, and in the postprandial state, the heart shifts toward glucose metabolism. Abnormalities in cardiac energy homeostasis, as occur in diabetes and other disorders, correlate with increased incidence of contractile dysfunction and heart failure (Madrazo & Kelly, 2008).

Recently, we discovered a key role of the Mediator component MED13 in the control of systemic energy homeostasis from the heart (Grueter *et al*, 2012). The Mediator complex regulates transcription by bridging the general transcriptional machinery with specific transcription factors. This complex consists of ˜30 proteins, which exist in two major conformations that differ by the presence or absence of the CDK8 submodule. The CDK8 submodule consists of four proteins, CDK8, cyclin C, MED12, and MED13 (Conaway & Conaway, 2011). This submodule functions to inhibit transcription when bound to the core Mediator complex, and by tethering chromatin modifying proteins and transcriptional elongation factors to sites of transcription initiation (Grueter, 2013). MED13 is especially important in regulating transcription, as it serves as the molecular bridge between the core Mediator complex and the kinase submodule (Knuesel *et al*, 2009).

Our initial studies revealed an unexpected influence of the heart on systemic metabolism (Grueter *et al*, 2012). Elevated expression of MED13 within hearts of transgenic mice confers a lean phenotype with a pronounced reduction in adipose tissue mass. Conversely, knockdown of *Med13* in *Drosophila* or cardiac deletion of *Med13* in mice enhances susceptibility to diet-induced obesity (Pospisilik *et al*, 2010; Grueter *et al*, 2012; Lee *et al*, 2014). These findings raise interesting and important questions regarding the mechanism for cardiac control of systemic energy homeostasis and the tissues responsible for altered energy expenditure in response to cardiac MED13 expression. In the present study, we identify white adipose tissue (WAT) and liver as physiological targets for MED13-dependent regulation of energy homeostasis by the heart. Elevated expression of MED13 in the heart enhances metabolic gene expression, mitochondria number and energy consumption in WAT, and results in changes in metabolite profile and energy consumption in liver. MED13 also decreases cardiac metabolic gene expression and alters metabolomic profile in the heart and liver. Although energy expenditure is increased in the fed state, transgenic mice with cardiac overexpression of MED13 (MED13cTg mice) are metabolically flexible and able to adapt to fasting. Finally, using heterotypic parabiosis, we demonstrate that circulating factors in MED13cTg mice regulate WAT and liver metabolism, and wild-type (WT) mice subjected to the lean systemic milieu of MED13cTg mice acquire an enhanced metabolic phenotype. These results provide evidence that crosstalk between the heart and energy depots occurs *in vivo* and suggest that this is regulated in the heart at the level of transcription by MED13.

## Results

### Cardiac overexpression of MED13 enhances lipid metabolism in white adipose tissue

Transgenic mice with enhanced cardiac MED13 expression (MED13cTg mice) display a lean phenotype, have a 15% reduction in fat mass at 12 weeks of age on normal chow compared to WT mice, and are resistant to diet-induced obesity. Oxygen consumption and carbon dioxide production, measures of energy expenditure, were significantly increased in MED13cTg mice, primarily in the dark cycle or fed state, with no change in the respiratory exchange ratio, food intake or physical activity compared to WT littermates (Grueter *et al*, 2012). Because of the profound effects of cardiac MED13 expression on whole-body metabolism, we sought to identify the tissue(s) responsible for the enhanced metabolic state of these animals.

We first analyzed lipid uptake *in vivo* using [^3^H]-triolein tracer studies. MED13cTg mice displayed a 60% increase in lipid clearance rate compared to WT littermates, measured by decreased [^3^H]-triolein in MED13cTg blood (Fig1A). In order to identify the tissue(s) responsible for the enhanced lipid clearance, we analyzed [^3^H]-triolein levels in multiple tissues. Lipid uptake in muscle and most other organs was comparable in WT and MED13cTg mice. In contrast, lipid uptake was increased in subcutaneous (scWAT), epididymal (eWAT), and mesenteric (mesWAT) white adipose tissue (WAT) of MED13cTg mice (Fig1B). In the same [^3^H]-triolein tracer studies, we also analyzed steady-state lipid oxidation and observed a significant increase in lipid oxidation in all WAT depots and in liver of MED13cTg mice (Fig1C). These experiments point to the WAT and liver as the main non-cardiac tissues responsible for the enhanced metabolic rate we observe in the MED13cTg mice.

**Figure 1:**
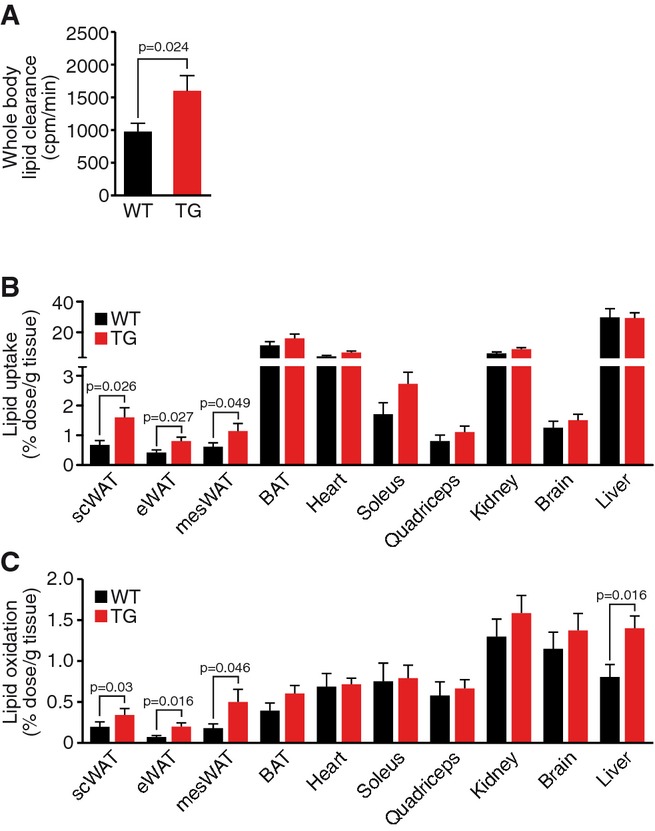
Cardiac overexpression of MED13 increases lipid metabolism in white adipose tissue Increased whole-body [^3^H]-triolein clearance in MED13cTg mice after a 3-h fast.Increased lipid ([^3^H]-triolein) uptake in MED13cTg white adipose tissue (WAT) after a 3-h fast.Increased lipid ([^3^H]-triolein) oxidation in MED13cTg WAT and liver after a 3-h fast. Data information: Data are mean ± SEM, *t*-test, *n* = 8–12.

### Regulation of WAT gene expression by cardiac MED13

Studies summarized in Fig1 demonstrate that cardiac expression of MED13 selectively enhances lipid uptake and metabolism in WAT and liver, whereas other tissues are insensitive to this signaling mechanism. 

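RNA was sequenced from white adipose tissue (WAT) of 3 WT and 3 MED13cTg mice, with 1 library per mouse. The sample labels name epididymal fat as the tissue and give an age of 6 weeks, whereas the paper gives an age of 6 to 8 weeks. The labels give 1000 ng of total RNA per library and the paper gives 10 ng. The authors aligned the reads with TopHat and estimated expression with Cufflinks, both at default settings. Their table lists 23042 genes with 1 value per gene and mouse, in FPKM, the number of fragments of a gene divided by its transcript length and by the number of mapped fragments in the library. The absolute depth of each library is unknown from these values. From genes listed below 0.15 FPKM, the number of fragments relative to WT replicate 1 was 0.871 and 0.946 in WT replicates 2 and 3, and 0.674, 0.742 and 0.889 in MED13cTg replicates 1, 2 and 3. Genotypes were compared with limma on log2(FPKM + 1) over the 14967 genes with a mean of at least 1 FPKM. Fold changes on this scale understate the change of genes with low values.

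Rank correlations between WT libraries lay between 0.958 and 0.972 across these genes. The library of MED13cTg replicate 1 had rank correlations of 0.350 to 0.494 with the other 5 WAT libraries, that of MED13cTg replicate 2 had 0.350 to 0.852, and that of MED13cTg replicate 3 had 0.486 to 0.968. Lists of marker genes were summed in each library. For 18 genes expressed in the epididymis, such as Lcn5 and Crisp1, the sum was 93468, 91772 and 113441 FPKM in the WT libraries and 15159, 830 and 88676 FPKM in the MED13cTg libraries. For 7 genes of testis germ cells, such as Prm1 and Tnp1, it was 213, 228 and 303 FPKM in WT and 13638, 5.83 and 344 FPKM in MED13cTg WAT. For 13 genes of mature adipocytes, such as Adipoq and Lep, it was 13676, 32574 and 22301 FPKM in WT and 1542, 81243 and 17652 FPKM in MED13cTg WAT. Deviations from the group means of libraries with the same replicate number in the 2 genotypes had correlations across genes of 0.347, 0.304 and 0.144, with a mean of 0.265, and the highest between libraries with different numbers was 0.168. The comparison was therefore also fitted with the replicate number as a block.

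**Figure D1:**
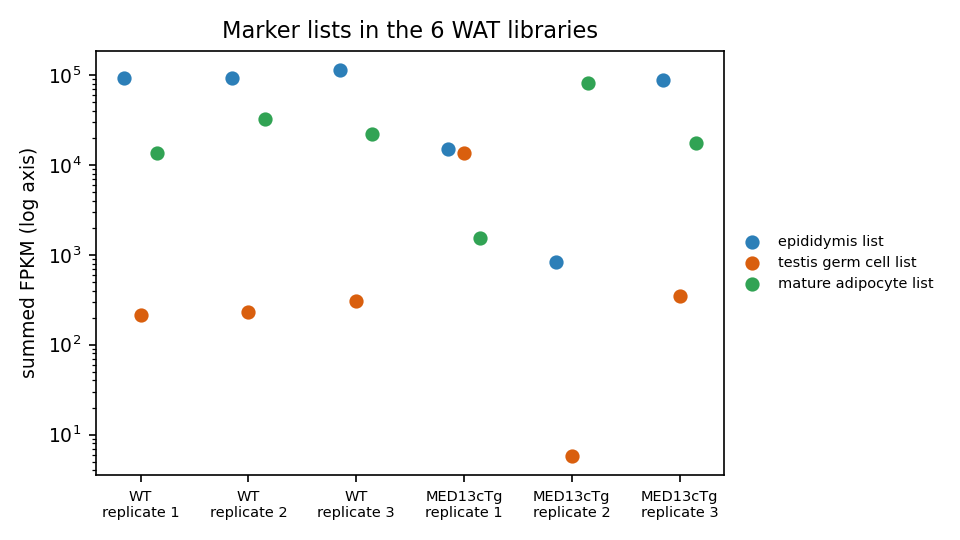
Summed FPKM of the marker gene lists (vertical log axis) in each of the 6 WAT libraries, 1 point per mouse. The epididymis list sits at 830 FPKM in MED13cTg replicate 2 and at 91772 FPKM or more in the WT libraries, and the testis germ cell list sits at 13638 FPKM in MED13cTg replicate 1.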

To further explore the mechanistic basis of the lean phenotype conferred by cardiac MED13 overexpression, we compared gene expression profiles of WAT from WT and MED13cTg mice by RNA deep sequencing. 

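In WAT, 0 genes were higher and 2 genes were lower in MED13cTg mice at an adjusted p under 0.05 (limma, Benjamini-Hochberg adjustment over all genes tested). At an unadjusted p under 0.05, 21 genes were higher and 166 were lower, 187 in all, where chance alone gives 748. The MED13cTg WAT libraries differed widely from each other, which limits what this test can find. A count of 0 higher genes therefore does not show that none was raised. The 2 lower genes, Mir3060 and Mir196b, were listed at 0 in each MED13cTg library. Mir3060 was listed at 102, 122 and 56.8 FPKM in the WT libraries (log2 fold change -6.49, standard error 0.33, adjusted p = 0.024) and Mir196b at 53.9, 108 and 50.2 FPKM (log2 fold change -6.07, standard error 0.35, adjusted p = 0.024). Both are genes of short RNAs. With the replicate number as a block, 0 genes were called in either direction. Without any test, 4651 genes had a group mean at least 1.5-fold higher in MED13cTg WAT and 2102 a group mean lower by the same factor, which was the alternative that moved the counts most. In 731 genes every MED13cTg library was above every WT library, and in 1168 every one was below. Together they made up 12.7% of the genes tested, where chance gives 10%. Med13 itself was at 10.1 ± 0.764 FPKM (SD, n = 3 mice) in WT WAT and 9.85 ± 1.75 FPKM (SD, n = 3) in MED13cTg WAT, with overlapping values.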

Detailed analysis of the gene expression profiles revealed over 800 significantly upregulated genes in WAT of MED13cTg mice on normal chow. 

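Expression of 2 pathways in WAT was summarised over 30 genes of fatty acid β-oxidation, from acyl-CoA synthetases to the electron transfer flavoproteins, and 22 genes of the Krebs cycle and pyruvate dehydrogenase, each list written from standard biochemistry. Each set's genes were averaged on the log2(FPKM + 1) scale, and the difference between genotypes was tested with limma's camera, adjusted over the 3 gene sets tested in the tissue, and with an exact two-sided permutation test of the 3 against 3 libraries, whose smallest possible p is 0.1. The fatty acid oxidation set had a mean log2 fold change of -0.08 in MED13cTg WAT and 0.0076 under median-of-ratios scaling, which moved the median of all genes from 0.012 to 0.094, with 9 genes higher and 21 lower (camera adjusted p = 0.644, exact permutation p = 0.8). Relative to the WT mean, the set stood at -0.92, 0.70 and -0.033 in MED13cTg replicates 1, 2 and 3, so it was higher in 1 of 3 mice. The Krebs cycle set had a mean log2 fold change of 0.07, with 13 genes higher and 9 lower (camera adjusted p = 0.297, exact permutation p = 0.9), and stood at -0.53, 0.78 and -0.029 in the 3 MED13cTg mice. No gene of either set passed an adjusted p under 0.05, whether adjusted over all genes or over the set alone, and 1 fatty acid oxidation gene and 0 Krebs cycle genes had an unadjusted p under 0.05. With the replicate number as a block, given the same-number correlation of 0.265, the fold changes were unchanged and the camera adjusted p was 0.443 for fatty acid oxidation and 0.374 for the Krebs cycle. Leaving out a single library moved the sets most: without MED13cTg replicate 1 the mean log2 fold change was 0.33 for fatty acid oxidation and 0.38 for the Krebs cycle, and without MED13cTg replicate 2 it was -0.48 and -0.28. Over the 15 alternatives tried, the adjusted p ran from 0.000539 to 0.985 for fatty acid oxidation and from 0.000116 to 0.9 for the Krebs cycle. The libraries of MED13cTg replicates 1 and 2 are also the ones with the lowest epididymis sums. MED13cTg replicate 1 had the highest testis germ cell sum, 13638 FPKM, and the lowest adipocyte sum, 1542 FPKM. MED13cTg replicate 2 had the highest adipocyte sum, 81243 FPKM. Their set values may thus reflect the tissues sampled rather than expression within adipose tissue. No WT library had a composition similar to theirs in which the comparison could be recomputed.

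**Figure D2:**
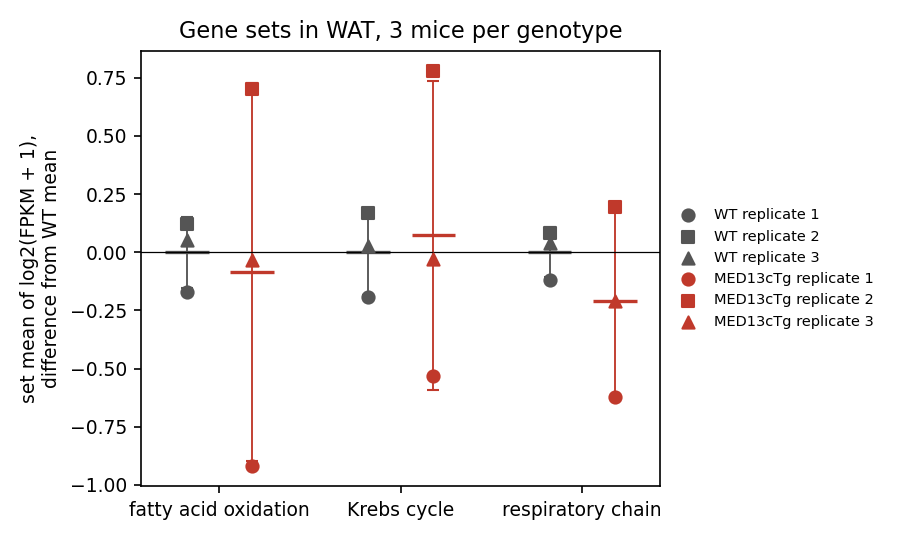
Mean log2(FPKM + 1) of each gene set in each WAT library, as the difference from the WT mean (vertical axis), with 1 point per mouse, a bar at each genotype's mean and the SD as error bar. The MED13cTg mice lie on both sides of the WT mice for fatty acid oxidation, from -0.92 to 0.70.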

Strikingly, we discovered concerted upregulation of multiple genes in the fatty acid β-oxidation pathway and in the Krebs cycle in MED13cTg WAT compared to WAT from WT littermates (Fig2A and Supplementary Fig S1). These experiments further confirm the triolein tracer experiments that revealed an increase in β-oxidation in MED13cTg WAT.

**Figure 2:**
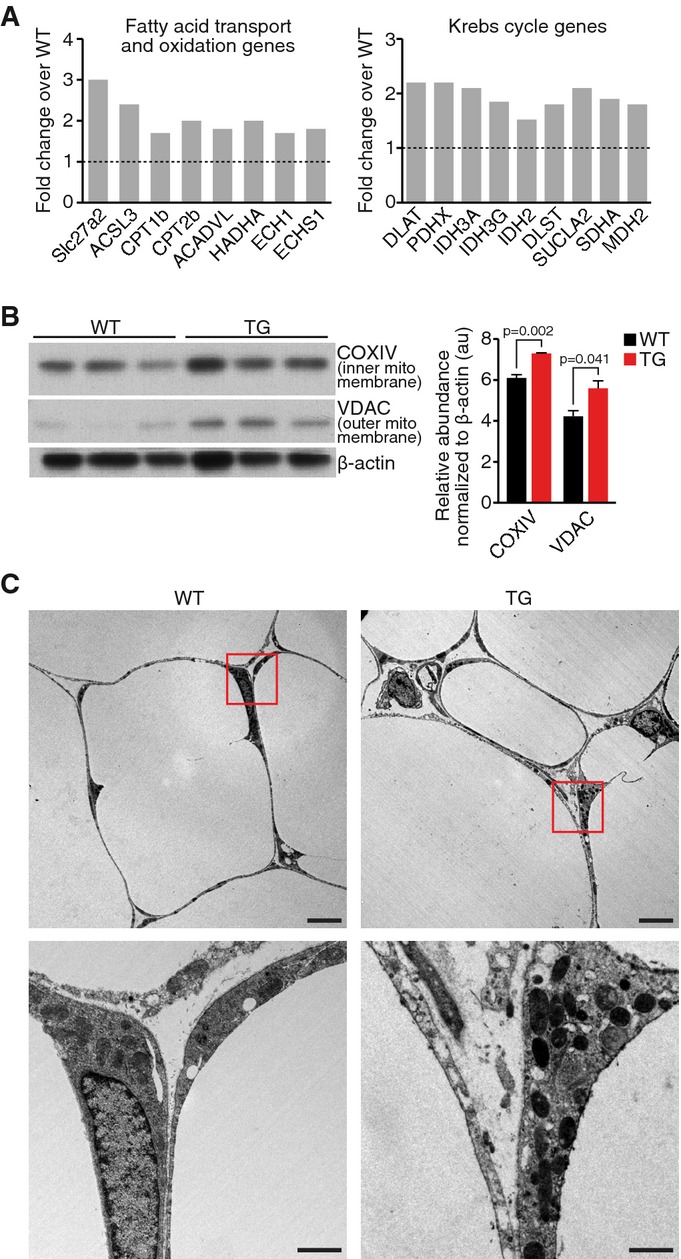
Cardiac overexpression of MED13 increases metabolic gene expression and mitochondria content in white adipose tissue Enhanced expression of genes involved in fatty acid uptake and oxidation and Krebs cycle in MED13cTg WAT determined by RNA deep sequencing, *n* = 3.Increased mitochondrial protein expression detected by Western blot analysis in MED13cTg WAT, *n* = 3. Data are mean ± SEM, *t*-test.Mitochondrial content demonstrated by transmission electron microscopy in MED13cTg WAT. Top scale bars, 5 μm; bottom scale bars, 1 μm. Source data are available online for this figure.

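Of the 17 genes shown in Fig. 2A, 14 had a higher mean FPKM over all 3 MED13cTg mice than over all 3 WT mice, with ratios of means from 0.712 to 3.37. On the log2 scale 11 were higher. None passed an adjusted p under 0.05 (2 did unadjusted), the adjusted p over all genes ran from 0.738 to 0.963, and the smallest adjusted over the 17 genes alone was 0.112. Every MED13cTg mouse was above every WT mouse in 2 of the 17 and below in 0, where chance gives 10% for both directions together. The paper shows these genes as raised in these same libraries. This chance rate and the adjustment over the 17 alone are therefore no independent test. Slc27a2, a fatty acid transporter, was at 2.82 ± 0.572 FPKM (SD, n = 3) in WT and 5.77 ± 0.31 FPKM (SD, n = 3) in MED13cTg WAT (log2 fold change 0.84, standard error 0.24, adjusted p = 0.738). Acsl3, whose reads share an entry with Utp14b so that its value is uncertain, rose from 14.3 ± 1.4 to 27.6 ± 4.56 FPKM (SD, n = 3; log2 fold change 0.89, standard error 0.21, adjusted p = 0.738). Cpt1b shares an entry with BC090627 and Chkb and is likewise uncertain; it was at 28.2, 19.6 and 23.9 FPKM in WT and at 183, 35.0 and 24.3 FPKM in the MED13cTg mice. Idh2 was at 119, 130 and 141 FPKM in WT and at 28, 126 and 124 FPKM in the MED13cTg mice, a ratio of means of 0.712. Without MED13cTg replicate 2, 8 of the 17 ratios were above 1, and without MED13cTg replicate 1, 15 were. The authors' deposited table holds a mean per genotype; for 14 of the 17 genes at least 1 of these means equals that of 2 of the 3 mice, and the ratios given here use all 3.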

Increased mitochondrial number can enhance energy expenditure. Indeed, transmission electron microscopy revealed that MED13cTg adipocytes had increased mitochondrial content compared to WT adipocytes (Fig2C). Markers of the inner and outer mitochondrial membrane, cytochrome c oxidase or complex IV (COXIV) and voltage-dependent anion channel (VDAC), respectively, were also increased in MED13cTg WAT as determined by Western blot (Fig2B). These results indicate that overexpression of MED13 in the heart leads to increased mitochondrial content, and increased expression of oxidative enzymes in adipose tissue, resulting in an increased rate of fatty acid oxidation.

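The respiratory chain set, 70 nuclear genes of complexes I, III, IV and V and cytochrome c, had a mean log2 fold change of -0.21 in MED13cTg WAT, with 18 genes higher and 52 lower. It stood at -0.62, 0.20 and -0.21 relative to the WT mean in the 3 mice, lower in 2 of 3 (camera adjusted p = 0.0174, exact permutation p = 0.6). The camera result rests on its preset correlation between genes; with that correlation estimated from the data the adjusted p was 0.9, within a range of 3.61e-07 to 0.971 over the 15 alternatives. With the replicate number as a block (same-number correlation 0.265) it was 0.027. Of these genes 0 passed an adjusted p under 0.05, over all genes or over the set, and 1 had an unadjusted p under 0.05. In 10 of the 70 every MED13cTg library was below every WT library and in 0 every one was above, where chance gives 10% for both directions together. The 13 genes of the mitochondrial genome that were looked for are absent from the data. From its results in WAT, the paper concludes that cardiac MED13 raises mitochondrial content and oxidative enzyme expression there, and with them fatty acid oxidation. For mitochondrial content it used electron microscopy and Western blots of COXIV and VDAC, and for oxidation a triolein tracer. It also measured gene expression by qPCR in WAT of conjoined mice. The RNA values here do not measure protein, mitochondrial content or oxidation.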

### Overexpression of cardiac MED13 augments fatty acid metabolism in liver

Although MED13cTg mice display enhanced hepatic lipid oxidation (Fig1C), lipid uptake by the liver was comparable in MED13cTg and WT littermates (Fig1B). Consequently, hepatic lipid accumulation was markedly decreased in MED13cTg mice, visualized by reduced oil red O staining of intracellular lipids (Fig3A). In order to functionally assess changes in liver metabolism, we analyzed mitochondrial metabolism and function of the electron transport chain in isolated hepatic mitochondria. Under basal conditions, in the presence of substrates pyruvate and malate, hepatic mitochondria from MED13cTg mice displayed dramatically higher oxygen consumption rates (OCR) (Fig3B). Rotenone, an inhibitor of complex I of the electron transport chain, decreased OCR similarly in both WT and MED13cTg liver mitochondria. Interestingly, MED13cTg hepatic mitochondria exhibited a higher OCR in response to the complex II substrate succinate, compared to WT hepatic mitochondria. Finally, while the complex III inhibitor antimycin A repressed OCR in WT and MED13cTg mitochondria, significant increases in OCRs were observed in MED13cTg mitochondria in response to the complex IV substrate, ascorbate (Fig3B). These experiments demonstrate that MED13cTg hepatic mitochondria harbor fully intact and functional electron transport chains, and moreover, exhibit a higher mitochondrial respiratory capacity in response to a variety of substrates.

**Figure 3:**
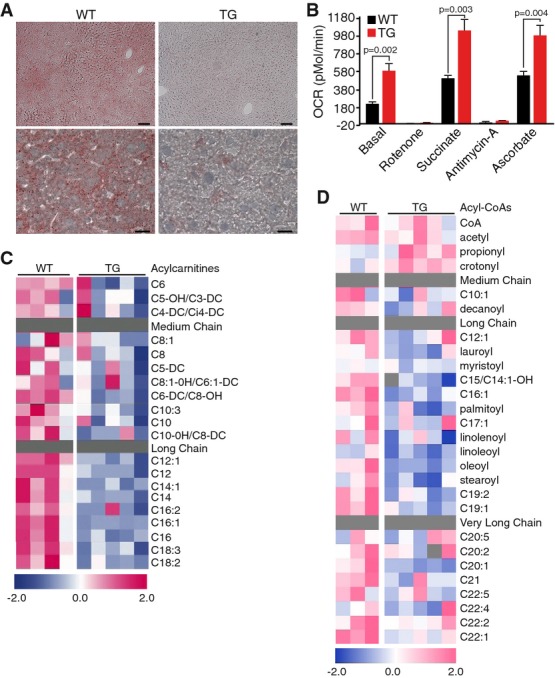
Overexpression of cardiac MED13 alters liver fatty acid metabolism ALiver from fed MED13cTg mice on normal chow accumulate less lipids than WT, indicated by decreased oil red O staining. Top scale bars, 100 μm; bottom scale bars, 20 μm.BMED13cTg liver mitochondria have higher basal oxygen consumption rates, measured using the XF24 Extracellular Flux Analyzer. Data are mean ± SEM, *t*-test, *n* = 5.C–DMED13cTg liver mitochondria have (C) decreased steady-state levels of short, medium, and long-chain acylcarnitine, and (D) decreased levels of Acyl-CoA species, measured by metabolomics.

To gain further insight into metabolic changes caused by cardiac MED13 overexpression, we measured a large panel of acylcarnitines, acyl-CoAs, amino acids, organic acids (Krebs cycle intermediates), and ceramides by targeted MS/MS and GC/MS in liver from MED13cTg and WT mice, in the fed and fasted states. Tissue analyses revealed a very clear difference between MED13cTg and WT animals that is specific to the fed condition. We observed a pattern of decreased acylcarnitines in the liver of fed MED13cTg mice (Fig3C). Acyl-CoAs also tended to decrease in the fed state in MED13cTg compared to WT livers (Fig3D). These changes in the fed state occurred independent of alterations in Krebs cycle intermediates, suggesting that substrate influx to the Krebs cycle remains adequate to maintain normal levels of all intermediates (Supplementary Fig S2A). Collectively, these data indicate that overexpression of MED13 in the heart enhances hepatic lipid metabolism, particularly in the fed condition.

### Overexpression of cardiac MED13 increases metabolic fuel efficiency in the heart

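RNA from both ventricles of 3 WT and 3 MED13cTg mice was sequenced, 1 library per mouse, and processed by the authors in the same way as the adipose tissue, giving a separate table of FPKM for the same genes. Because each tissue's table was estimated on its own, genotypes were compared only within it. The transgene was checked first. Med13 was at 13.1, 10.6 and 11.5 FPKM in the WT and 263, 181 and 204 FPKM in the MED13cTg ventricles, 18.4-fold higher in means (log2 fold change 4.08, standard error 0.17, adjusted p = 0.000281, between 2.52e-05 and 0.00351 over the alternatives). Relative to WT replicate 1, the number of fragments was 0.920 and 0.946 in WT replicates 2 and 3 and 1.014, 1.014 and 1.021 in MED13cTg replicates 1, 2 and 3. The 12589 genes with a mean of at least 1 FPKM were tested. Of these, 3 were higher and 4 lower in MED13cTg ventricles at an adjusted p under 0.05, and 213 and 382 at an unadjusted p under 0.05, 595 in all against 629 by chance. In 435 genes every MED13cTg library was above every WT library and in 737 below, 9.31% of genes against 10% by chance. A 1.5-fold difference in means with no test gave 323 higher genes, the largest change in that count, and 276 lower genes, whose count moved most at the unadjusted threshold. Besides Med13, Mir1894 and Snord15b were higher, listed at 0 in each WT library and at 156, 238 and 118 FPKM and 9.49, 9.14 and 9.07 FPKM in the MED13cTg libraries; among the genes of short RNAs tested, 134 of 191 were listed both at 0 and at 1 FPKM or more within a genotype. Bdh1 fell from 10.3 ± 1.68 to 1.55 ± 0.162 FPKM (SD, n = 3; log2 fold change -2.13, standard error 0.14, adjusted p = 0.00551). Ndufs1 fell from 524 ± 34 to 208 ± 15.8 FPKM (SD, n = 3; log2 fold change -1.33, standard error 0.13, adjusted p = 0.0428). Lrrc4b and Stbd1 were lower with log2 fold changes of -1.21 and -0.93 (adjusted p = 0.045 and 0.0428). The adjusted p of each of these 4 genes exceeded 0.05 in some alternatives, reaching 0.0652, 0.327, 0.309 and 0.309.

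The 6 libraries fell into 2 clusters by rank correlation that crossed the genotypes, 1 with WT replicate 1 and MED13cTg replicates 1 and 2, the other with WT replicates 2 and 3 and MED13cTg replicate 3. Rank correlations between all 6 libraries ran from 0.944 to 0.969.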

Given that MED13 is a transcriptional regulator, we investigated cardiac gene expression in detail, by performing RNA deep sequencing on ventricles isolated from MED13cTg mice. 

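In ventricles, the 30 fatty acid oxidation genes had a mean log2 fold change of -0.18 in MED13cTg mice, with 26 genes lower and 4 higher. Each MED13cTg library was below each WT library (exact permutation p = 0.1, the smallest that 3 against 3 allow; camera adjusted p = 1.77e-05). Relative to the WT mean the set stood at -0.27, -0.11 and -0.17 in the MED13cTg mice. The Krebs cycle set had a mean log2 fold change of -0.25, with 22 of 22 genes lower, and stood at -0.34, -0.20 and -0.22 in the MED13cTg mice (exact permutation p = 0.1, camera adjusted p = 5.24e-07). No single gene of either set passed an adjusted p under 0.05 over all genes or over the set, and 4 fatty acid oxidation genes and 0 Krebs cycle genes had an unadjusted p under 0.05. Within the cluster of WT replicate 1 and MED13cTg replicates 1 and 2 the sets differed by -0.14 and -0.14, and within the cluster of WT replicates 2 and 3 and MED13cTg replicate 3 by -0.19 and -0.28; in each cluster one genotype has a single library. The camera test depends most on the correlation it assumes between genes, and with that correlation estimated from the data the adjusted p was 0.138 for both sets, the highest of the 16 alternatives, whose lowest were 9.88e-07 and 3.9e-08.

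**Figure D3:**
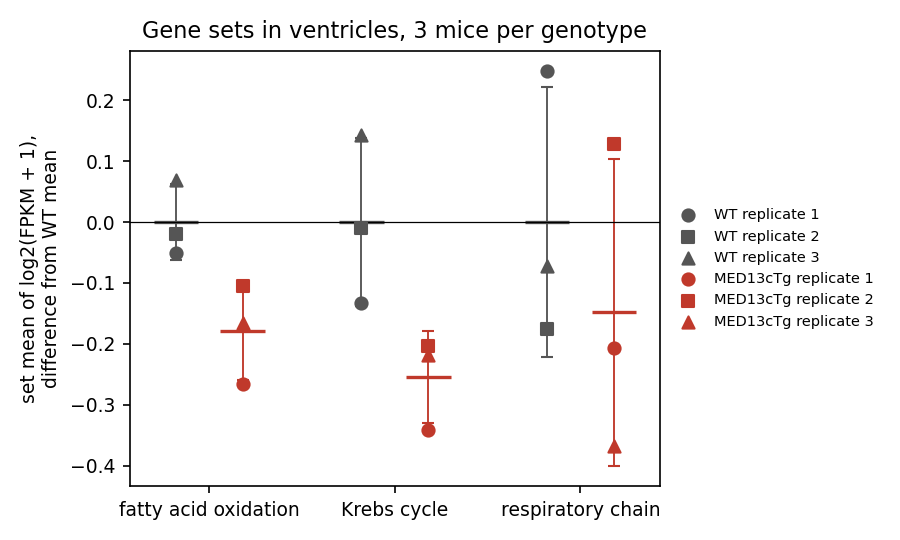
Mean log2(FPKM + 1) of each gene set in each ventricle library, as the difference from the WT mean (vertical axis), with 1 point per mouse, a bar at each genotype's mean and the SD as error bar. For the Krebs cycle the MED13cTg mice lie from -0.34 to -0.20, below the 3 WT mice.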

We discovered that many genes in the fatty acid β-oxidation pathway and in the Krebs cycle were downregulated in MED13cTg hearts compared to hearts from WT littermates (Fig4A and Supplementary Fig S3A and B).

**Figure 4:**
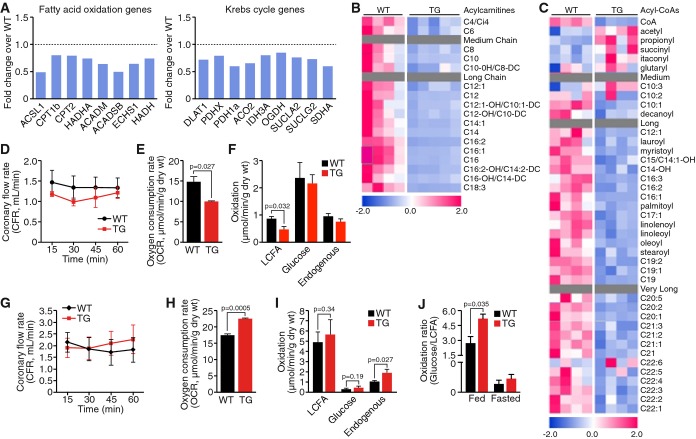
Overexpression of cardiac MED13 alters cardiac metabolism AExpression of fatty acid oxidation and Krebs cycle genes in MED13cTg heart determined by RNA deep sequencing, *n* = 3.B–CMED13cTg hearts have decreased (B) acylcarnitines and (C) long-chain acyl-CoA species in the fed state, as measured by metabolomics, *n* = 5.D–FIn conditions simulating the fed state, MED13cTg hearts displayed (D) normal coronary flow rates, (E) decreased oxygen consumption, and (F) decreased long-chain fatty acid (LCFA) substrate oxidation rates, as determined by Langendorff heart perfusions and ^13^C NMR analysis, *n* = 4–6.G–IIn conditions simulating the fasted state, MED13cTg hearts displayed (G) normal coronary flow rates, (H) increased oxygen consumption, and (I) increased endogenous substrate oxidation, as determined by Langendorff heart perfusions and ^13^C NMR analysis.JIn conditions simulating the fed state, when glucose is readily available, the oxidation ratio shifts towards a preference for glucose in MED13cTg hearts. In conditions simulating the fasted state, when LCFAs are more readily available, oxidation ratios are similar in WT and MED13cTg hearts, *n* = 4–6. Data information: Data are mean ± SEM, *t*-test.

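Each of the 17 genes shown in Fig. 4A had a lower mean FPKM over all 3 MED13cTg mice than over all 3 WT mice, with ratios of means from 0.74 to 0.974, whereas 15 of the 17 were lower after quantile normalization. None passed an adjusted p under 0.05 (1 did unadjusted), the adjusted p over all genes ran from 0.966 to 0.984, and the smallest adjusted over the 17 genes alone was 0.25. Every MED13cTg mouse was below every WT mouse in 4 of the 17 and above in 0, where chance gives 10% for both directions together. The paper shows these genes as lowered in these same libraries. Their shared direction, this chance rate and the adjustment over the 17 alone are therefore no independent test. Acsl1 was at 325 ± 66.5 FPKM (SD, n = 3) in WT and 255 ± 22.5 FPKM (SD, n = 3) in MED13cTg ventricles (log2 fold change -0.33, standard error 0.18, adjusted p = 0.966), with overlapping values. Hadh, which did not overlap, fell from 626 ± 42.7 to 522 ± 42.3 FPKM (SD, n = 3; log2 fold change -0.26, standard error 0.14, adjusted p = 0.966). Idh3a was at 345, 686 and 794 FPKM in WT and 400, 352 and 599 FPKM in MED13cTg ventricles. Cpt1b, whose entry is shared with BC090627 and Chkb, was at 543 ± 81.7 and 529 ± 69.6 FPKM (SD, n = 3). Without WT replicate 1, 15 of the 17 ratios were below 1. In the authors' deposited table at least 1 genotype's mean of 13 of these genes equals that of 2 of the 3 mice; the ratios given here use all 3.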

To determine the functional consequence of decreased metabolic gene expression, we investigated cardiac metabolism using Langendorff heart perfusions to quantify substrate utilization in the heart. We first verified that the exogenous substrates provided to the heart in perfusion experiments were within the physiological range detected in WT and MED13cTg mouse serum. The concentrations of glucose, free fatty acids, triglycerides, and ketones were the same in WT and MED13cTg serum in the postprandial state (Supplementary Fig S3D). We perfused hearts under conditions that simulated the fed state with Krebs buffer supplemented with [1,6-^13^C] 10 mM glucose and uniformly labeled [U-^13^C] 0.1 mM long-chain fatty acids (LCFA) in the presence of insulin. Throughout the 60-min perfusion experiments, we did not detect differences in coronary flow rates (Fig4D), but oxygen consumption rates (OCR) were decreased in MED13cTg hearts (Fig4E), suggesting that substrate utilization is either decreased or altered in MED13cTg hearts in the fed state.

Substrate oxidation was determined by ^13^C-NMR analysis of perfused hearts; a representative ^13^C-NMR spectra is provided in Supplementary Fig S3E. In the fed state, oxidation of exogenous uniformly labeled [U-^13^C] long-chain fatty acids was decreased in MED13cTg hearts, while oxidation of exogenous [1,6-^13^C] glucose and endogenous substrate(s) was similar in WT and MED13cTg hearts (Fig4F). Thus, when perfused under the fed-like state in the presence of insulin, a higher concentration of glucose and lower concentration of LCFA, MED13cTg hearts consume less oxygen than WT hearts as a result of oxidizing less fatty acids. These results suggest that hearts from MED13cTg mice prefer to oxidize substrate that is more readily available.

In a separate set of experiments, we perfused hearts under conditions that simulate the fasted state with Krebs buffer supplemented with [1,6-^13^C] 8 mM glucose and uniformly labeled [U-^13^C] 0.4 mM long-chain fatty acids. As in the fed state, we did not detect differences in coronary flow rates (Fig4G), but oxygen consumption rates (OCR) were increased in MED13cTg hearts (Fig4H), indicating that substrate utilization is increased in MED13cTg hearts in the fasted state. Although we were unable to detect changes in oxidation of exogenous [1,6-^13^C] glucose and uniformly labeled [U-^13^C] long-chain fatty acids, determined by ^13^C-NMR analysis of perfused hearts, oxidation of endogenous substrate(s) was significantly increased in MED13cTg hearts in the fasted-like state (Fig4I).

To gain insight into the possible endogenous substrates utilized by MED13cTg hearts, we performed metabolomics on ventricles isolated from WT and MED13cTg mice, in the fed and fasted states. We observed dramatic decreases in a large array of acylcarnitine species in fed MED13cTg compared to fed WT hearts (Fig4B), while there was a trend of increased long-chain acylcarnitine species in fasted MED13cTg compared to fasted WT hearts (Fig5D and Supplementary Table S3). A similar but less dramatic decline was also observed in medium, long-chain, and very long-chain acyl-CoAs in hearts from fed MED13cTg compared to fed WT mice (Fig4C), whereas there was a trend of increased long-chain and very long-chain acyl-CoAs in fasted MED13cTg compared to fasted WT hearts (Supplementary Fig S4A and Supplementary Table S4). Thus, in the fed state, metabolic gene expression is decreased in MED13cTg hearts, long-chain fatty acid utilization is decreased, and there is a decrease in accumulation of intermediates of fatty acid metabolism. However, in MED13cTg hearts in the fasted state, endogenous substrate utilization is increased and there is a trend of increased accumulation of intermediates of fatty acid metabolism. These results demonstrate that MED13 plays a central role in the regulation of cardiac metabolism by increasing utilization of fuel that is most readily available with alternating nutrient states (Fig4J).

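The 70 respiratory chain genes had a mean log2 fold change of -0.15 in MED13cTg ventricles, with 63 genes lower and 7 higher. The set stood at -0.21, 0.13 and -0.37 relative to the WT mean in the MED13cTg mice, and the WT mice ran from -0.18 to 0.25 (camera adjusted p = 0.000104, exact permutation p = 0.5). Within the cluster of WT replicate 1 the set differed by -0.29 and within the other by -0.24. With the correlation between genes estimated from the data the adjusted p was 0.514, within a range of 2.31e-14 to 0.514 over the 16 alternatives. A single gene of the set, Ndufs1, passed an adjusted p under 0.05. The paper concludes that metabolic gene expression, the use of long-chain fatty acids and their metabolic intermediates are all decreased in hearts of fed MED13cTg mice. It measured fatty acid use in perfused hearts and the intermediates by metabolomics, which RNA values do not measure.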

**Figure 5:**
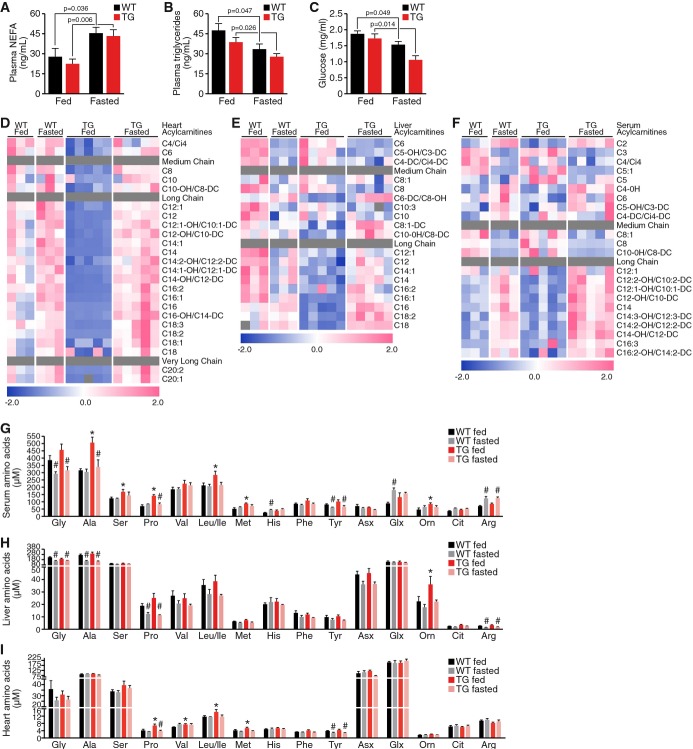
MED13cTg mice maintain the ability to adapt metabolically to fasting A–CNon-esterified free fatty acids (NEFA) (A), triglycerides (B), and glucose levels (C) in serum from fed and fasted mice.D–FAcylcarnitine species in (D) heart, (E) liver, and (F) serum from fed and fasted mice.G–IAmino acids in (G) serum, (H) liver, and (I) heart from fed and fasted mice, *n* = 5. Data information: Data are mean ± SEM, two-way ANOVA followed by Tukey's test, *P < 0.05 TG fed versus WT fed, ^#^*P* < 0.05 fed versus fasted.

### MED13cTg mice maintain the ability to adapt metabolically to fasting

Inter-organ communication is required to orchestrate an adaptive response to metabolic stress such as starvation. Short-term fasting (< 24 h) mobilizes triglyceride stores from adipose tissue, resulting in increased circulating fatty acids. Some of the fatty acids are taken up by the liver, converted to acetyl CoA, and then either oxidized or secreted into the blood in the form of ketone bodies. Hepatic glycogenolysis supplies the brain with glucose, and muscle supplies gluconeogenic amino acids for hepatic gluconeogenesis (Cahill, 1976). Because metabolism is enhanced and triglyceride storage is diminished in MED13cTg mice, we investigated whether these mice were still able to adapt to short-term metabolic stress.

We first investigated circulating levels of non-esterified free fatty acids (NEFA), triglycerides, and glucose in MED13cTg mice after an overnight fast (about 18 h). There was no significant difference in NEFA, triglycerides, or glucose or in MED13cTg serum in the fed or fasted state (Fig5A–C). Even though MED13cTg mice display enhanced metabolic rates in the fed state, NEFA levels were still increased after fasting (Fig5A). Additionally, serum triglycerides and glucose levels decreased in fasted MED13cTg mice, to comparable levels seen in WT serum (Fig5B and C).

Remarkably, levels of medium, long-chain, and very long-chain acylcarnitine species that fell precipitously in liver and heart of fed MED13cTg mice (Fig5D and E, Supplementary Tables S1 and S3) were maintained at the same levels in the serum of fed MED13cTg and WT mice (Fig5F, Supplementary Table S5). Clear increases in circulating acylcarnitines were observed in response to fasting in both WT and MED13cTg mice, suggesting normal switching of tissues from glucose to lipid metabolism in response to dietary status in MED13cTg mice. With regard to the other analyte modules, Krebs cycle intermediates were not different in MED13cTg compared to WT mice in either the fed or fasted states, in heart or in liver (Supplementary Fig S2A and B). This suggests that despite the large decreases in lipid-derived acylcarnitine and acyl-CoA intermediates, substrate influx to the Krebs cycle remains adequate to maintain normal levels of all intermediates.

Similarly, no genotype or diet differences were noted in the levels of most ceramide species, with the following exceptions. In liver, C16, C18, C20, C26:1, and d18:1/C26 ceramides were decreased in fed MED13cTg versus fed WT mice, whereas these analytes were not different when comparing livers from fasted MED13cTg and WT mice (Supplementary Fig S2C). Interestingly, C16, C18, and C20 ceramides showed a trend to increase in hearts of fed MED13cTg versus fed WT mice, with few changes in the other ceramide species in fed or fasted mice (Supplementary Fig S2D). Amino acid profiling revealed increases in the branched chain amino acids valine, leucine, and isoleucine, and neutral amino acids, proline and methionine in heart samples from fed MED13cTg mice compared to fed WT mice; however, these metabolites were not different in hearts in the fasted state (FigI). These same amino acids were elevated in serum of fed MED13cTg compared to fed WT mice (Fig5G). Changes in these metabolites were not evident in liver in the fed or fasted states, but the urea cycle intermediate ornithine was elevated in fed MED13cTg mice compared to fed WT mice (Fig5H). Interestingly, propionyl CoA, a product of methionine, valine, and isoleucine catabolism, was elevated in heart (Supplementary Fig S4A, Supplementary Table S2) and liver (Supplementary Fig S4B, Supplementary Table S4) of fed MED13cTg mice compared to fed WT mice. Additionally, C5 acylcarnitine, also a product of BCAA catabolism, was increased in plasma of MED13cTg mice (Fig5F). These findings may suggest that amino acid mobilization and utilization contribute to maintenance of metabolic homeostasis and normal levels of Krebs cycle intermediates in MED13cTg mice.

We interpret these metabolic signatures to mean that expression of MED13 in the heart regulates not only cardiac metabolism, but also whole-body metabolic homeostasis. Normally, feeding causes lowering of circulating fatty acid levels, in part via suppression of lipolysis, and this coupled with a rise in glucose-derived malonyl CoA, a potent allosteric inhibitor of CPT1, causes fatty acid oxidation to be decreased. Our metabolic profiling shows that MED13cTg fed mice experience a significant decline in a broad array of intermediates of fatty acid oxidation (acyl-CoAs and acylcarnitines), particularly in heart. Indeed, we observed a decrease in oxygen consumption and long-chain fatty acid oxidation in hearts of MED13cTg mice in the fed state. Decreased fatty acid oxidation in the fed state in MED13cTg mice, however, does not appear to involve a surfeit of malonyl CoA, as direct measurements of malonyl CoA levels by LC-MS/MS in fed MED13cTg compared to WT hearts revealed no differences in this important CPT1 allosteric inhibitor (Supplementary Fig S3F). The decrease in heart and liver acylcarnitines and acyl-CoAs that we observed is not due to substrate depletion, as the levels of circulating FFA are not different in fed MED13cTg compared to fed WT mice. Our studies imply potential compensation of non-cardiac tissues to counter the depleted acyl-CoA and acylcarnitine pool in the heart, as suggested by maintenance of normal circulating levels of acylcarnitines. Recent studies have indicated that circulating acylcarnitines can serve as an important fuel in sustained exercise (Seiler *et al*, 2014), and their increased release by liver and heart may be a mechanism that allows sustained cardiac function under conditions of substrate pool depletion.

### Circulating factor(s) regulate enhanced WAT and liver metabolism and contribute to the lean phenotype of MED13cTg mice

To explore how metabolic homeostasis is regulated and to investigate inter-organ communication in MED13cTg mice, we tested whether circulating factors in MED13cTg mice regulate metabolism in extra-cardiac energy depots. We performed isotypic (WT-WT and TG-TG) and heterotypic (WT-TG) parabiosis experiments with WT and MED13cTg (TG) mice (Supplementary Fig S5). Male mice were surgically conjoined at 4 weeks of age, allowed 2 weeks to adapt and recover from surgery, and followed for an additional 5 weeks. All parabiotic mouse pairs gained weight over time; however, the WT-TG heterotypic parabiotic pairs weighed significantly less than the WT-WT isotypic pairs (Fig6A). Because TG mice weigh less than WT mice (Grueter *et al*, 2012), we determined individual parabiot weights throughout the course of the experiment by weighing conjoined mice on conjoined scales. While heterotypic TG parabiots (designated as TG-WT, shown in blue) weighed the same as isotypic TG parabiots (designated as TG-TG, shown in red), heterotypic WT parabiots (designated as WT-TG, shown in green) weighed significantly less than isotypic WT parabiots (designated as WT-WT, shown in black) (Fig6B, Supplementary Fig S5). These results demonstrate that WT mice acquire a lean systemic milieu when subjected to heterotypic parabiosis and suggest that circulating factor(s) in MED13cTg mice are, at least in part, responsible for the lean phenotype.

**Figure 6:**
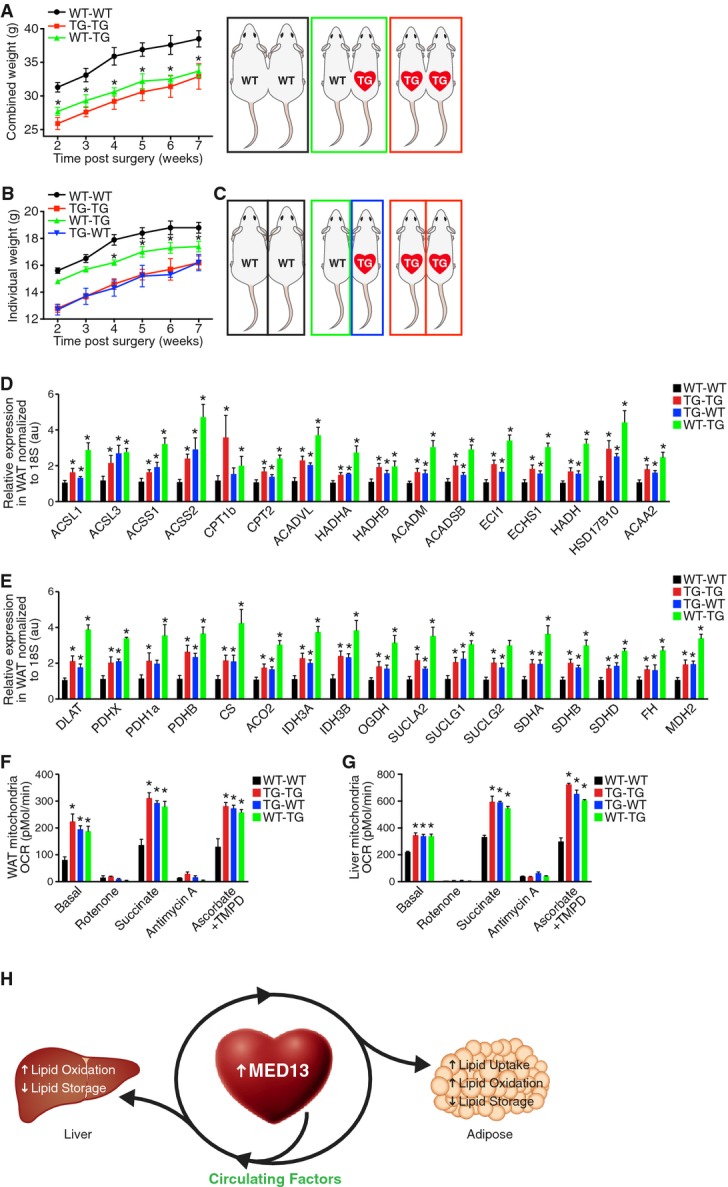
Circulating factor(s) regulate enhanced WAT and liver metabolism and contribute to the lean phenotype of MED13cTg mice AHeterotypic parabiotic pairs gain less weight than isotypic WT parabiotic pairs.BHeterotypic TG parabiots weigh the same as isotypic TG parabiots, while heterotypic WT parabiots weigh significantly less than isotypic WT parabiots.CSchematic of isotypic and heterotypic parabiosis.D,EExpression of (D) fatty acid oxidation genes and (E) Krebs cycle genes in WAT of parabiots as determined by qPCR. 18S rRNA was used for normalization.F,GOxygen consumption is significantly increased in mitochondria isolated from (F) WAT and (G) liver of isotypic TG and heterotypic TG and WT parabiots, *n* = 6 pair (12 mice) per group.HCardiac MED13 increases lipid uptake in adipose tissue, and increases lipid oxidation and decreases lipid storage in both adipose tissue and liver. Inter-organ communication in MED13cTg mice is controlled by circulating factors that enhance WAT and liver metabolism resulting in a lean phenotype. Data information: Data are mean ± SEM, two-way ANOVA followed by Dunnett's test, *P < 0.05 versus isotypic WT-WT parabiots.

To determine how circulating factors in MED13cTg mice regulate body weight of WT mice, we investigated WAT and liver of parabiots, the tissues largely responsible for enhanced metabolic rate in MED13cTg mice. We quantified gene expression in WAT of isotypic and heterotypic parabiots and discovered that 7 weeks of conjoined circulation leads to remodeling of the genetic signatures in WAT. Expression of fatty acid oxidation genes (Fig6D) and Krebs cycle genes (Fig6E) were significantly increased in isotypic TG WAT, similar to what we observed in MED13cTg WAT by RNA-seq (Fig2). Fatty acid oxidation and Krebs cycle genes remain highly expressed in WAT of heterotypic TG parabiots and are even more highly expressed in WAT of heterotypic WT parabiots (Fig6D and E). These results indicate that circulating factors in MED13cTg mice regulate metabolic gene expression in WAT.

We then investigated the metabolic consequences of enhanced gene expression by measuring metabolic rates in WAT and liver in parabiots. We isolated mitochondria from isotypic and heterotypic parabiot WAT and liver and quantified oxygen consumption rates (OCR). Under basal conditions, in the presence of substrates pyruvate and malate, adipose and hepatic mitochondria from isotypic and heterotypic TG parabiots displayed dramatically higher oxygen consumption rates than isotypic WT parabiots (Fig6F and G), similar to what we found in MED13cTg hepatic mitochondria (Fig3B). Furthermore, adipose and hepatic mitochondria from heterotypic WT parabiots had markedly enhanced basal OCR, demonstrating that circulating factors regulate not only metabolic gene expression, but also metabolic rates in WAT and liver. Additionally, adipose and hepatic mitochondria from heterotypic WT parabiots responded to substrates and inhibitors of the electron transport chain in a similar manner as mitochondria from isotypic and heterotypic TG parabiots (Fig6F and G). These experiments demonstrate that adipose and hepatic mitochondria from all parabiots harbor fully intact and functional electron transport chains. Moreover, WAT and liver from heterotypic WT parabiots metabolically remodel when subjected to the lean systemic milieu of MED13cTg mice. Taken together, these results provide strong evidence that circulating factors in MED13cTg mice are responsible for regulating WAT and liver metabolism and ultimately a lean phenotype.

## Discussion

The results of this study demonstrate that elevation of MED13 expression in the mouse heart enhances metabolic rates and mitochondrial content of WAT and liver, resulting in a lean phenotype, with distinct changes in metabolic profile that are most pronounced in the fed state. These findings, to our knowledge, are the first to document a metabolic response of peripheral tissues to a transcriptional program emanating from the heart. While lipid metabolism is enhanced in adipose tissue of MED13cTg mice, which are lean, these mice are insulin sensitive (Grueter *et al*, 2012). Thus, their enhanced adipose lipid metabolism is not indicative of an insulin-resistant or pathological state.

Cardiac MED13 overexpression also regulates substrate oxidation in the heart. Hearts from MED13cTg mice oxidize substrate that is more readily available. In the fed state, when glucose levels are high, more glucose is oxidized, but MED13cTg hearts can still oxidize LCFA in the fasted state. Although pyruvate dehydrogenase (PDH) gene expression is decreased in MED13cTg hearts, glucose oxidation is not decreased, suggesting that other compensatory modes of PDH regulation (such as allosteric regulation by acetyl CoA, NADH, and ATP, or post-translational regulation by phosphorylation or dephosphorylation) are invoked. These results indicate that MED13cTg hearts are metabolically flexible, rather than reverting to a pathologic, glucose-dependent metabolic state.

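In ventricles, the genes of the pyruvate dehydrogenase complex were each lower in means in MED13cTg mice. Pdha1 was at 679 ± 182 FPKM (SD, n = 3) in WT and 565 ± 67.4 FPKM (SD, n = 3) in MED13cTg mice (log2 fold change -0.23, standard error 0.23, adjusted p = 0.966). Pdhb and Pdhx, the 2 without overlap between the genotypes, had log2 fold changes of -0.22 and -0.26 (adjusted p = 0.966 each). Dlat and Dld had -0.21 and -0.34 with overlapping values. Among the kinases and phosphatases that regulate the complex, Pdk1, Pdk2, Pdk4 and Pdp2 were lower in means and overlapped. Pdk4 was at 312, 770 and 638 FPKM in WT and 419, 323 and 875 FPKM in MED13cTg mice, and the sign of its log2 fold change of -0.12 changed when single libraries were left out. Pdk3 and Pdp1 were higher in every MED13cTg mouse than in every WT mouse, with log2 fold changes of 0.51 and 0.25 (adjusted p = 0.966 each). None of these differences passed the adjusted threshold.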

In-depth metabolomic profiling of tissues and serum from MED13cTg mice revealed profound decreases in acylcarnitines and acyl-CoA species in heart and liver in the fed state, without changes in serum acylcarnitine species. However, we did not observe significant differences in liver and hearts from fasting mice. This data, coupled with no changes in Krebs cycle intermediary metabolites in the fed or fasted state, suggest that MED13cTg mice are metabolically flexible and display normal substrate switching from glucose to lipid metabolism in response to fasting. The metabolomic profiling also suggests an increased reliance on amino acid metabolism in the MED13TG mice to help maintain fuel homeostasis.

Although basal metabolic rates are increased in MED13cTg mice (Grueter *et al*, 2012), specifically in adipose tissue and liver, our results demonstrate that glucose and fatty acid metabolism are unchanged in skeletal muscle (Fig1). Skeletal muscle is responsible for 30–40% of resting metabolic rate (Zurlo *et al*, 1990), and consequently, lean phenotypes of many mouse models have been attributed to enhanced muscle metabolism (Reitman, 2002; Gilliam & Neufer, 2012). Furthermore, muscle can supply metabolites required for adaptation during times of nutrient stress such as fasting (Koves *et al*, 2008). Fasting serum metabolomics profiling data suggest that skeletal muscle from MED13cTg mice adapts to fasting comparably to WT muscle.

Parabiosis experiments demonstrate that circulating factors in MED13cTg mice regulate weight gain, intra-organ metabolism, and perhaps inter-organ metabolic communication (Fig6). Remarkably, the lean systemic milieu of MED13cTg mice is able to metabolically remodel WAT, liver and essentially whole-body metabolism in WT mice. Key metabolic hormones that regulate metabolism such as adiponectin, thyroxine (T4), and corticosterone are not altered in MED13cTg mice (Supplementary Fig S4). Additionally, epinephrine, norepinephrine, dopamine, and their metabolites 3,4-dihydroxyphenylacetic acid (DOPAC), 3-methoxytyramine (3-MT), and homovanillic acid (HVA) were below levels of detection in WT and MED13cTg serum, suggesting that these circulating compounds are also not responsible for the lean phenotype of the MED13cTg mouse. Furthermore, while we observed increased gene expression of brain natriuretic peptide (BNP, *Nppb*) and atrial natriuretic peptide (ANP, *Nppa*) in the ventricles of MED13cTg hearts (Supplementary Fig S3), circulating levels of ANP and BNP are most likely not critical in metabolic regulation of MED13cTg mice (Supplementary Fig S4) due to the absence of a corresponding increase in NEFA (Fig5A) (Bordicchia *et al*, 2012).

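Nppa was at 447 ± 104 FPKM (SD, n = 3) in WT and 1251 ± 462 FPKM (SD, n = 3) in MED13cTg ventricles, 2.80-fold higher in means (log2 fold change 1.45, standard error 0.29, adjusted p = 0.746, from 0.0736 to 1 over the alternatives). Each MED13cTg mouse was above each WT mouse, at 892, 1773 and 1088 FPKM against 564, 408 and 368 FPKM. The mean of 6 genes of atrial myocytes, Nppa included, stood at 0.16, 1.95 and -0.016 on the log2 scale relative to the WT mean in the 3 MED13cTg mice. Nppb was at 143 ± 56.1 FPKM (SD, n = 3) in WT and 186 ± 83.8 FPKM (SD, n = 3) in MED13cTg ventricles, 1.30-fold higher in means with overlapping values (log2 fold change 0.32, standard error 0.44, adjusted p = 0.966, from 0.22 to 1 over the alternatives), and its log2 fold change was -0.053 with the library cluster as a covariate, an alternative chosen after seeing the data.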

The results presented here indicate that circulating factors regulate metabolism in MED13cTg mice; however, we are still investigating specific mechanisms and molecules that are responsible for this regulation. Our data are compatible with a model in which a primary action of MED13 expression is to regulate fatty acid oxidation in the heart, resulting in secondary metabolic adaptations in liver and adipose, including increased lipid and amino acid mobilization from those depots. It is also conceivable that the heart releases metabolites that signal to peripheral tissues to control metabolism. Indeed, it was recently reported that possible metabolic crosstalk exists between heart and liver in the setting of hypertrophic cardiomyopathy (Magida & Leinwand, 2014). Such mechanisms could be mediated by yet unidentified circulating factors, including those not measured with the current targeted metabolomics approach (Fig6H).

Several components of the Mediator complex have been implicated in the regulation of metabolism. For example, MED1 regulates glucose homeostasis (Chen *et al*, 2010), and MED23 regulates insulin signaling (Wang *et al*, 2009). Several Mediator subunits regulate lipid metabolism as well, including MED15, CDK8, and cyclin C (Yang *et al*, 2006; Zhao *et al*, 2012; Zhang *et al*, 2013). MED13 is the only Mediator subunit examined thus far with respect to a potential metabolic role specifically in the heart. Thus, it will be interesting to determine whether other subunits exert similar cardiac functions and whether MED13 exerts similar metabolic functions in noncardiac tissues.

## Materials and Methods

### Animals

All animal procedures were approved by the Institutional Animal Care and Use Committee at UT Southwestern Medical Center. Animals were housed in a pathogen-free barrier facility with a 12-h light/dark cycle and maintained on standard chow (2916 Teklad Global). MED13cTg and WT littermates were generated as previously described, and backcrossed into C57Bl6 for at least 10 generations (Grueter *et al*, 2012). Male mice aged 6–8 weeks were used for all experiments except for the parabiosis experiments, and the number of animals used is specified in the figure legends. Tissue was taken in the fed state except when mentioned otherwise.

### *In vivo* [^3^H]-triolein uptake and β-oxidation

Experiments to determine tissue-specific uptake and oxidation of [^3^H]-triolein were performed as previously described (Kusminski *et al*, 2012). Briefly, [^3^H]-triolein (2 μCi per mouse in 100 μl of 5% intralipid) was injected into the mouse tail vein after a 3-h fast. Blood samples were collected at 1, 2, 5, 10, and 15 min after injection. Mice were euthanized 20 min after injection; blood samples and tissues were excised, weighed, and frozen at −80°C until processing. Lipids were extracted, and radioactivity content of blood and tissues was quantified.

### RNA deep sequencing

RNA was isolated from adipose tissue and both ventricles of WT and MED13cTg mice using TRIzol™ according to the manufacturer's instructions. Total RNA (10 ng) was submitted for transcriptome sequencing (RNA-Seq). Data analysis was performed using the software suite TopHat and Cufflink with default settings (Trapnell *et al*, 2012). Data have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE62450.

### Transmission electron microscopy

Tissues were fixed by perfusion with 4% paraformaldehyde and 1% glutaraldehyde in 0.1 M sodium cacodylate buffer. Fixed tissues were post-fixed, stained, dehydrated, and embedded in EDbed-812 resin. Tissue sections were cut and post-stained, and images were acquired on a FEI Tecnai G^2^ Spirit TEM.

### Immunoblotting

Protein was isolated from homogenized adipose tissue in modified RIPA buffer. 10 μg of protein was loaded per sample, and proteins were detected using specific antibodies.

### Histology

Liver was fixed in 4% paraformaldehyde, sectioned, and stained with oil red O.

### Mitochondrial experiments

Oxygen consumption rates (OCR) were determined using the XF24 Extracellular Flux Analyzer (Seahorse Bioscience) according to the manufacturer's instructions and as previously described (Kusminski *et al*, 2012). Briefly, mitochondria were isolated from WT and MED13cTg WAT and liver and seeded (5 μg per well) in 1× MAS buffer (70 mM sucrose, 220 mM mannitol, 10 mM KH_2_PO_4_, 5 mM HEPES, and 1 mM EDTA in 0.2% fatty-acid-free BSA). Basal OCR was measured after 10 min equilibration at 37°C. Subsequent OCR were determined after the addition of rotenone (2 μM final concentration), succinate (10 mM), antimycin A (4 μM), and ascorbate (10 mM containing 1 mM TMPD).

### Metabolomics

Serum, liver, and both heart ventricles were collected from WT and MED13cTg mice in the *ad libitum* fed state and after an overnight fast (˜18 h) and snap-frozen in liquid nitrogen until processing. Tissue was pulverized under liquid nitrogen and processed for metabolomics analysis as previously described (An *et al*, 2004; Koves *et al*, 2008).

### Langendorff heart perfusions

Hearts from WT and MED13cTg mice were quickly excised and arrested in ice-cold saline. Aortas were cannulated for retrograde perfusion with Krebs buffer supplemented with uniformly labeled long-chain fatty acids ([U-^13^C] FA, 0.1 mM, or 0.4 mM) bound to BSA and [1,6-^13^C] 10 mM or 8 mM glucose with or without insulin (10 mU/ml). A pressure transducer was placed into the left ventricle to monitor cardiac performance throughout the perfusion protocol. Hearts were perfused for 60 min and coronary flow samples taken every 15 min for oxygen consumption measurements. After 60 min of perfusion, hearts were snap-frozen in liquid nitrogen. Frozen hearts were freeze-dried, hydrated, and pulverized in 4% perchloric acid. The organic phase was collected and used for substrate utilization determination by ^13^C-NMR as previous described (Stowe *et al*, 2006).

### Hormones and other factors

Trunk blood was collected from male mice in the *ad libitum* fed state and after an overnight fast (˜18 h), and serum was used for the following measurements. Non-esterified free fatty acids (NEFA) and glucose levels were quantified using colorimetric assays (Wako Diagnostics). Thyroxine (T4) and corticosterone were measured with radioimmunoassays (RIA, MP Biomedicals), and BNP and ANP were measured with enzyme immunoassays (EIA, Sigma-Aldrich®).

### Parabiosis experiments

Male mouse littermates were surgically conjoined at 4 weeks of age. The method used was a modified protocol from Bunster and Meyer (1933) and Wright *et al* (2001). Briefly, a longitudinal incision was made on anesthetized mice from the base of the tail to just posterior to the ear, and the dorsal skin from each mouse and the ventral skin from each mouse were sutured to conjoin two mice. Isotypic and heterotypic parabiots were weighed weekly, and 7 weeks post-surgery tissues were harvested for mitochondrial isolation or snap-frozen in liquid nitrogen and processed for further analysis.

### Statistical analysis

All data are expressed as the mean ± standard error of the mean (SEM). Unpaired Student's *t*-test or two-way ANOVA with the appropriate *post hoc* test was performed to determine statistical significance, and the analysis is specified in the figure legends. A *P* < 0.05 was considered statistically significant.

## References

[b1] An J, Muoio DM, Shiota M, Fujimoto Y, Cline GW, Shulman GI, Koves TR, Stevens R, Millington D, Newgard CB (2004). Hepatic expression of malonyl-CoA decarboxylase reverses muscle, liver and
whole-animal insulin resistance. Nat Med.

[b3] Bordicchia M, Liu D, Amri EZ, Ailhaud G, Dessi-Fulgheri P, Zhang C, Takahashi N, Sarzani R, Collins S (2012). Cardiac natriuretic peptides act via p38 MAPK to induce the brown fat thermogenic
program in mouse and human adipocytes. J Clin Invest.

[b4] Bunster E, Meyer RD (1933). An improved method of parabiosis. Anat Rec.

[b50] Cahill GF (1976). Starvation in man. Clin Endocrinol Metab.

[b5] Chen W, Zhang X, Birsoy K, Roeder RG (2010). A muscle-specific knockout implicates nuclear receptor coactivator MED1 in the
regulation of glucose and energy metabolism. Proc Natl Acad Sci USA.

[b6] Conaway RC, Conaway JW (2011). Function and regulation of the mediator complex. Curr Opin Genet Dev.

[b7] Gilliam LA, Neufer PD (2012). Transgenic mouse models resistant to diet-induced metabolic disease: is energy
balance the key?. J Pharmacol Exp Ther.

[b8] Grueter CE, van Rooij E, Johnson BA, DeLeon SM, Sutherland LB, Qi X, Gautron L, Elmquist JK, Bassel-Duby R, Olson EN (2012). A cardiac microRNA governs systemic energy homeostasis by regulation of
MED13. Cell.

[b9] Grueter CE (2013). Mediator complex dependent regulation of cardiac development and
disease. Genomics Proteomics Bioinformatics.

[b10] Harmancey R, Wilson CR, Taegtmeyer H (2008). Adaptation and maladaptation of the heart in obesity. Hypertension.

[b11] Karmazyn M, Purdham DM, Rajapurohitam V, Zeidan A (2008). Signalling mechanisms underlying the metabolic and other effects of adipokines on the
heart. Cardiovasc Res.

[b12] Knuesel MT, Meyer KD, Bernecky C, Taatjes DJ (2009). The human CDK8 subcomplex is a molecular switch that controls mediator coactivator
function. Genes Dev.

[b13] Koves TR, Ussher JR, Noland RC, Slentz D, Mosedale M, Ilkayeva O, Bain J, Stevens R, Dyck JR, Newgard CB (2008). Mitochondrial overload and incomplete fatty acid oxidation contribute to skeletal
muscle insulin resistance. Cell Metab.

[b14] Kusminski CM, Holland WL, Sun K, Park J, Spurgin SB, Lin Y, Askew GR, Simcox JA, McClain DA, Li C (2012). MitoNEET-driven alterations in adipocyte mitochondrial activity reveal a crucial
adaptive process that preserves insulin sensitivity in obesity. Nat Med.

[b15] Lee JH, Bassel-Duby R, Olson EN (2014). Heart- and muscle-dervied signaling system dependent on MED13 and WInless controls
obesity in *Drosophila*. Proc Natl Acad Sci USA.

[b16] Madrazo JA, Kelly DP (2008). The PPAR trio: regulators of myocardial energy metabolism in health and
disease. J Mol Cell Cardiol.

[b17] Magida JA, Leinwand LA (2014). Metabolic crosstalk between the heart and liver impacts familial hypertrophic
cardiomyopathy. EMBO Mol Med.

[b18] Pospisilik JA, Schramek D, Schnidar H, Cronin SJ, Nehme NT, Zhang X, Knauf C, Cani PD, Aumayr K, Todoric J (2010). Drosophila genome-wide obesity screen reveals hedgehog as a determinant of brown
versus white adipose cell fate. Cell.

[b19] Reitman ML (2002). Metabolic lessons from genetically lean mice. Annu Rev Nutr.

[b20] Rosen ED, Spiegelman BM (2014). What we talk about when we talk about fat. Cell.

[b22] Seiler SE, Martin OJ, Noland RC, Slentz DH, Debalsi KL, Ilkayeva OR, An J, Newgard CB, Koves TR, Muoio DM (2014). Obesity and lipid stress inhibit carnitine acetyltransferase activity. J Lipid Res.

[b23] Storlien L, Oakes ND, Kelley DE (2004). Metabolic flexibility. Proc Nutr Soc.

[b24] Stowe KA, Burgess SC, Merritt M, Sherry AD, Malloy CR (2006). Storage and oxidation of long-chain fatty acids in the C57/BL6 mouse heart as
measured by NMR spectroscopy. FEBS Lett.

[b25] Sun K, Kusminski CM, Scherer PE (2011). Adipose tissue remodeling and obesity. J Clin Invest.

[b26] Trapnell C, Roberts A, Goff L, Pertea G, Kim D, Kelley DR, Pimentel H, Salzberg SL, Rinn JL, Pachter L (2012). Differential gene and transcript expression analysis of RNA-seq experiments with
TopHat and Cufflinks. Nat Protoc.

[b27] Van Gaal LF, Mertens IL, De Block CE (2006). Mechanisms linking obesity with cardiovascular disease. Nature.

[b28] Wang W, Huang L, Huang Y, Yin JW, Berk AJ, Friedman JM, Wang G (2009). Mediator MED23 links insulin signaling to the adipogenesis transcription
cascade. Dev Cell.

[b29] Wright DE, Wagers AJ, Gulati AP, Johnson FL, Weissman IL (2001). Physiological migration of hematopoietic stem and progenitor cells. Science.

[b30] Yang F, Vought BW, Satterlee JS, Walker AK, Jim Sun ZY, Watts JL, DeBeaumont R, Saito RM, Hyberts SG, Yang S (2006). An ARC/mediator subunit required for SREBP control of cholesterol and lipid
homeostasis. Nature.

[b31] Zhang Y, Xiaoli, Zhao X, Yang F (2013). The mediator complex and lipid metabolism. J Biochem Pharmacol Res.

[b32] Zhao X, Feng D, Wang Q, Abdulla A, Xie XJ, Zhou J, Sun Y, Yang ES, Liu LP, Vaitheesvaran B (2012). Regulation of lipogenesis by cyclin-dependent kinase 8-mediated control of
SREBP-1. J Clin Invest.

[b501] Zurlo F, Larson K, Bogardus C, Ravussin E (1990). Skeletal muscle metabolism is a major determinant of resting energy
expenditure. J Clin Invest.

How the deposited data were processed for this re-analysis (not part of the article)

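RNA was sequenced by the authors from white adipose tissue (WAT) and from both ventricles of WT and MED13cTg mice, with 3 mice per genotype and tissue and 12 libraries in all. The sample labels and the paper together gave the genotype, tissue and replicate number of each library. They differ on the age of the mice (6 weeks against 6 to 8 weeks) and on the RNA used per library (1000 ng against 10 ng), and nothing computed here depends on either.

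The authors aligned the reads with TopHat and estimated FPKM per gene with Cufflinks, both at default settings; the paper's text does not name their versions or the genome build, so no coordinates are given. The FPKM values were deposited as 1 table per tissue, with 23042 genes, a value per library, the authors' mean FPKM per genotype and a fold, the ratio of MED13cTg to WT means. FPKM corrects for transcript length and for the number of mapped fragments, and it does not correct for a change in the cells that make up a sample. In each table 341 entries join the symbols of several genes, whose values are uncertain. In the WAT table 1 unnamed column of values was not used here. The authors' means and folds were used only in a comparison with the means of the individual libraries.

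Absolute depth is unknown from FPKM. Because the lowest FPKM values reflect few fragments, the most frequent ratio of values under 0.15 FPKM between each library and WT replicate 1 was taken as relative depth. In WAT the fewest fragments were in MED13cTg replicates 1 and 2, whose low FPKM values are the least precise, while MED13cTg replicate 3 lay between WT replicates 2 and 3. An FPKM of 0 is reported as listed at 0.

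Genes with a mean of at least 1 FPKM over the 6 libraries of a tissue were compared on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3, using lmFit and eBayes with a mean-variance trend, and Benjamini-Hochberg adjustment with a threshold of 0.05. Each tissue was fitted on its own with no covariate. Gene sets were tested with limma's camera at a preset correlation between genes of 0.01, adjusted over the 3 sets of a tissue, and with exact two-sided permutation tests of the set mean per library, for which 3 against 3 libraries give no p below 0.1. Other values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

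The gene sets, the marker lists, the comparisons of genotypes with their tests, the alternatives other than the library cluster, and the rule for the genes named in the text were set before the data were examined. Tests of explanations that were chosen later are named as such in the closing parts. The rule names each gene that the paper names for an RNA-seq result, those in Fig. 2A and Fig. 4A, the pyruvate dehydrogenase genes, and in each tissue up to 5 genes with the largest rise and 5 with the largest fall among those past the threshold without overlap between genotypes. Genes of Fig. 6D and Fig. 6E are given as a summary.

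The replicate numbers come from the sample labels. Libraries with the same number are different mice, and whether they deviate together was checked by the correlation of their deviations from the group means. The counts of genes, the gene sets and the log2 fold changes of the genes that the rule names, other than those it takes from the figures, were also computed with the replicate number as a block; the ratios of means of the figure genes come from no fitted model and were not.

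The alternatives were a pseudocount of 0.1, no filter on expression, a filter at 5 FPKM, median-of-ratios scaling, quantile normalization, no mean-variance trend, limma array weights, the replicate block, an estimated correlation between genes for camera, other thresholds for counting genes, geometric means for the folds, and each library left out in turn. The ventricle library cluster as a covariate was added after seeing the data.

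The limma steps were tested on simulated data with 200 changed genes among the real genes, with the spread between WT libraries. They recovered 160 of 200 in WAT among 13612 genes, with 9 of 169 calls on unchanged genes, and 137 of 200 in ventricles among 12506 genes, with 4 of 141. With no gene changed, 0 were called in either tissue. The simulation does not include the wider spread among the MED13cTg WAT libraries. Its changes were placed only in genes with a WT mean of at least 5 FPKM, with noise drawn independently for each gene. Each was larger than the log2 fold change of any Fig. 4A gene and of the ventricle gene sets. The recovery therefore says nothing about changes as small as those. The search for replicates behind a mean was tested on 3000 simulated means and found the right replicates in 3000.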

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

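The tests of less epididymis RNA and of a larger adipocyte share were chosen only after the result was seen.

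In the WAT library of MED13cTg replicate 1, 7 genes of testis germ cells summed to 13638 FPKM, against at most 303 FPKM in the WT WAT libraries; the paper does not discuss these genes. The sum was 45.1 times the highest WT library, which is consistent with RNA of testis germ cells in the sample. Relative to the highest WT library, the lists of other tissues that were tested were not raised by the same order: epididymis 0.134, brown adipocyte 1.23, lymphocyte 0.674, skeletal muscle 0.0714 and cardiomyocyte 1.29. Among lists not tested as an explanation, the seminal vesicle list was at 10.7 FPKM against at most 3.80 FPKM in WT and the atrial myocyte list at 40.4 FPKM against at most 14.1 FPKM. Of genes with a WT mean of at least 5 FPKM, 0.72% were listed at 0, so loss of genes from the library is not a candidate explanation, and the 10 highest genes took 0.395 of the largest share they took in a WT library. The library's difference from WT had a rank correlation with transcript length of 0.00895 across 13417 genes and with GC content of -0.146, which leaves GC content open. Compared with the lowest WT library the epididymis list was at 0.165, so this sample may also hold less epididymis RNA.

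The epididymis list reached 113441 FPKM in a WT WAT library, in samples described as fat, and the paper does not discuss it. In MED13cTg replicate 2 it was at 0.00732 of the highest and 0.00905 of the lowest WT library. A candidate explanation is that the amount of epididymis tissue dissected with the fat differed between mice. In this library the testis germ cell list was at 0.0193 of the highest WT library, the lymphocyte list at 0.934 and the skeletal muscle list at 0.717. The brown adipocyte list was at 2.24, which leaves brown adipocyte RNA open, and the mature adipocyte list was at 2.49, consistent with a larger share of adipocyte RNA. The macrophage list, not tested as an explanation, was at 378 FPKM against at most 199 FPKM in WT. Clock genes that are high in the late afternoon summed to 535 FPKM against at most 221 FPKM in WT. The hour of dissection was not tested for this library and remains open. The rank correlation of the library's difference from WT with GC content was -0.0478 and with transcript length 0.22, which leaves length open. Since 2 of the 3 MED13cTg libraries and no WT library had a low epididymis sum, a difference between the genotypes as groups cannot be told apart from tissue composition in WAT. The library of MED13cTg replicate 3 is closer to WT in composition, with an epididymis sum of 88676 FPKM and an adipocyte sum of 17652 FPKM, and its fatty acid oxidation and Krebs cycle sets stood at -0.033 and -0.029 relative to the WT mean, inside the WT ranges of -0.17 to 0.12 and -0.19 to 0.17, while its respiratory chain set, at -0.21, lay below the WT range of -0.12 to 0.082. This is a single mouse and gives no test. No biological explanation is offered.

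In ventricles, Mir1894 was at 171 FPKM in the mean of MED13cTg mice and Snord15b at 9.23 FPKM, and both were listed at 0 in each WT library; the paper does not discuss them. Among the genes of short RNAs tested, 134 of 191 (70.2%) were listed at 0 in a library and at 1 FPKM or more in another of the same genotype, against 23 of 12398 (0.186%) of the other genes. Unstable estimates for short RNA genes remain a candidate explanation.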

How the results depend on the processing

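The library cluster as a covariate was chosen only after the result was seen; the cause of each change below was not tested.

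In WAT, 0 genes higher became 21 at an unadjusted p under 0.05 and 4651 at a 1.5-fold difference in means with no test, and the 2 lower became 166 and 2102; with no filter, limma array weights or the replicate block 0 were lower. The fit of the array weights in WAT stopped before it converged. Across the 6 fits that each left out one library, 0 to 2 genes were higher and 0 to 4 lower. Of the 2 genes called with all libraries, 1 was called without WT replicate 3 and 0 in the other 5 fits, so the calls were mostly of different genes.

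The fatty acid oxidation set in WAT changed sign from -0.08 to 0.0076 under median-of-ratios scaling (camera adjusted p = 0.61), a move about as large as that of the median of all genes, from 0.012 to 0.094, and reversed to 0.12 with array weights (0.156), and ran from -0.48 without MED13cTg replicate 2 (0.00138) to 0.33 without MED13cTg replicate 1 (0.000539), past the threshold in opposite directions. The Krebs cycle set in WAT passed the threshold at 0.19 with array weights (adjusted p = 0.039) and ran from -0.28 to 0.38. The respiratory chain set in WAT lost the threshold at -0.21 with a filter at 5 FPKM (adjusted p = 0.1) and with the estimated correlation (0.9), at -0.12 under median-of-ratios scaling (0.0832) and at -0.014 after quantile normalization (0.583), and ran from -0.42 to -0.0062 with a library left out. The adjusted p over all alternatives ran from 0.000539 to 0.985, from 0.000116 to 0.9 and from 3.61e-07 to 0.971 for the 3 sets.

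In ventricles, 3 higher and 4 lower genes became 213 and 382 at an unadjusted p under 0.05, 323 and 276 at 1.5-fold with no test, and 7 and 8 with array weights. Lower genes numbered 1 with no filter, with a filter at 5 FPKM and with the replicate block. With a library left out, 3 to 6 genes were higher and 0 to 4 lower, and 3 or 4 of the 7 genes called with all libraries were called. Same-numbered ventricle libraries had a correlation of 0.0111, and with the replicate block the adjusted p was 0.000104 for fatty acid oxidation, 6.6e-06 for the Krebs cycle and 0.000946 for the respiratory chain.

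With the estimated correlation the ventricle sets kept their values of -0.18, -0.25 and -0.15 and lost the threshold (adjusted p = 0.138, 0.138 and 0.514, where the alternatives ran from 9.88e-07 to 0.138, 3.9e-08 to 0.138 and 2.31e-14 to 0.514). The respiratory chain set also lost it at -0.027 with array weights (0.445), and ran from -0.29 to -0.024 with a library left out. Fatty acid oxidation and Krebs cycle stayed negative in each of the 16 alternatives.

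Of single genes, Pdk4 reversed to 0.28 and Nppb to -0.053 with the library cluster as a covariate, and Pdk4 ran from -0.54 to 0.18 with a library left out. Of 193 other settings of the genes named in the text, 174 were the same, 17 weaker and 2 reversed; with a library left out, 98 of 132 were the same, 31 weaker and 3 reversed. Of the folds of the figure genes, 97 of 102 and 193 of 204 moved by less than the SD between replicates. With a filter at 5 FPKM, Lrrc4b and Snord15b were not tested. The absolute depth is unknown, which limits what the genes listed at 0 can show.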

Differences from the paper's values

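No test was added to this comparison after its values were seen. A fold counts as different where it and the figure's value differ by more than 1.5 times and by more than the SD between the MED13cTg mice divided by the WT mean. For the number of upregulated genes the factor alone applies.

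The paper reports over 800 significantly upregulated genes in WAT, and 0 were higher here at an adjusted p under 0.05. At an unadjusted p under 0.05 there were 21, and at a 1.5-fold difference in means with no test 4651, the only alternative that exceeded the paper's number. No alternative set before the data were examined came within 1.5 times of it. The paper names TopHat and Cufflinks at default settings and gives no threshold for its count. The reads were not used here, so the paper's own test was not rerun. The counts are not like for like, and 0 here does not show that no gene was higher.

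For Acadvl in WAT the fold was 0.747 against the paper's about 1.8 in Fig. 2A, read by eye. For Idh2 it was 0.712 against about 1.5 in Fig. 2A, read by eye, and for Mdh2 0.834 against about 1.8 in Fig. 2A, read by eye. These 3 folds differed from the figure's values under each of the alternatives set before the data were examined. Without MED13cTg replicate 1, the library with the high testis germ cell sum, they were 0.975, 0.961 and 1.12. Their place below 1 therefore rests largely on that library. For Sdha it was 1.15 against about 1.9 in Fig. 2A, read by eye; it was 1.28 under quantile normalization and 1.42 without MED13cTg replicate 1, in each case still below the figure's value but inside the factor, and it differed under the other alternatives.

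In ventricles the fold of Acsl1 was 0.786 against the paper's about 0.48 in Fig. 4A, read by eye; it was 0.708 without WT replicate 1, still above the figure's value but just inside the factor, and it differed under the other alternatives. For Acadsb it was 0.865 against about 0.49 in Fig. 4A, read by eye, and it differed under each of the alternatives set before the data were examined.

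In 4 other genes of Fig. 2A the fold also differed from the figure's value by more than the factor, but by less than that SD, so they do not count as different. They are Cpt1b (3.37 against about 1.7 in Fig. 2A, read by eye), Echs1 (1.0 against about 1.8 in Fig. 2A, read by eye), Idh3g (1.0 against about 1.8 in Fig. 2A, read by eye) and Ech1 (1.12 against about 1.7 in Fig. 2A, read by eye).

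The paper gives the fatty acid oxidation and Krebs cycle genes as raised together in WAT. The sets had mean log2 fold changes of -0.08 and 0.07. Of the 17 genes of Fig. 2A, 3 (Acadvl, Idh2 and Mdh2) had a lower mean in MED13cTg mice. The ratios of these 3 genes were 0.975, 0.961 and 1.12 without MED13cTg replicate 1. Without MED13cTg replicate 1 the fatty acid oxidation set passed the threshold as higher, at 0.33, and without MED13cTg replicate 2 it passed as lower, at -0.48. The Krebs cycle set passed as higher without MED13cTg replicate 1, at 0.38, and with array weights, at 0.19, and without MED13cTg replicate 2 it was at -0.28 and did not pass. The paper gives Nppb as increased in ventricles; its log2 fold change of 0.32 was not distinguishable from the spread between mice.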

Other observations

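The tests on the adipocyte share, on the hour of dissection and the fragments of the ventricle clusters, and on the deposited means, and the comparisons of clock and atrial genes in single ventricle libraries, were chosen only after the result was seen.

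The authors' deposited table of each tissue gives a mean FPKM per genotype. Of these means 92130 equal the mean of all 3 mice, 38 equal the mean of exactly 2 of the 3, and 0 match no subset. In WAT 17 means of 14 genes are of 2 mice (5 WT, 12 MED13cTg) and in ventricles 21 means of 13 genes (11 WT, 10 MED13cTg). Every one of these genes is among the 17 of Fig. 2A in WAT or the 17 of Fig. 4A in ventricles, and 0 of the other genes of the 23042 are affected. The deposited fold is the ratio of these means in each cell that holds one. Leaving the mouse out moved the fold in the direction shown in the figure for 36 of the 38 means, 15 of 17 in WAT and 21 of 21 in ventricles; the 2 exceptions are Cpt1b and Sucla2 in WAT. The mouse left out differs between genes: in WAT WT replicate 1 in 4 means, WT replicate 3 in 1, MED13cTg replicate 1 in 9 and MED13cTg replicate 3 in 3, and in ventricles 10, 1, 3 and 7. A library left out for its quality would have been left out for other genes too, and 92130 means use all 3. A slip in the arithmetic that gives a value unlike any mean of the mice is ruled out by the 38 matches. A slip in which cells were averaged, if blind to the result, would move folds in either direction. The 36 of 38 moves in the figure's direction, and the 0 other genes affected, argue against such a slip. The mouse left out was the one farthest from the middle value in 71.1% of the 38, which does not settle whether that was the reason. For genes with such a mean, the figure read by eye was nearer the deposited fold than the ratio over all 3 mice in 13 of 14 genes in WAT and 12 of 13 in ventricles. Nearer does not mean equal. For Acadvl, Idh2, Mdh2 and Sdha in WAT, the deposited folds were 1.08, 1.00, 1.23 and 1.42. The figure shows about 1.8, 1.5, 1.8 and 1.9. For Acsl1 and Acadsb in ventricles, they were 0.679 and 0.796 against about 0.48 and 0.49. These are the genes counted above as different from the figure. In 7 ventricle genes WT replicate 1 and MED13cTg replicate 3 are both left out. What remains is WT replicates 2 and 3 against MED13cTg replicates 1 and 2, which lie in different library clusters. The deposited folds of these genes thus also carry any difference between the clusters. In WAT, MED13cTg replicate 1, left out in 9 means, is the library with the high testis germ cell sum. Both exceptions, Cpt1b and Sucla2, leave out that library. The paper gives n = 3 for both figures, and its text as read gives no reason for leaving out a mouse. No cause is offered here, and no biological explanation was tested.

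In WAT, the sets followed the mature adipocyte list over the 6 libraries, with no gene shared. For fatty acid oxidation Pearson's r was 0.998 (exact permutation p = 0.00139, adjusted 0.00417) and Spearman's rho 1 (exact permutation p = 0.00278, adjusted 0.00417); for the Krebs cycle r was 0.964 (exact permutation p = 0.0125, adjusted 0.0125) and rho 1 (exact permutation p = 0.00278, adjusted 0.00417); for the respiratory chain r was 0.956 (exact permutation p = 0.00417, adjusted 0.00625) and rho 0.943 (exact permutation p = 0.0167, adjusted 0.0167). The adjustment covers these 3 relations. Without the 2 libraries farthest from the median, MED13cTg replicates 1 and 2, r was 0.959, 0.961 and 0.869 over the 4 that remain. A varying share of adipocyte RNA is a candidate explanation for the spread of these sets among the WAT libraries. The lists of adipocyte genes and of these pathways could also move together for reasons of expression within adipocytes, which these data do not separate.

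The sets of the Fig. 6D and Fig. 6E genes, which the paper measured in conjoined mice, were in the MED13cTg WAT libraries here 8 higher and 8 lower of 16 (mean log2 fold change 0.022, from -0.64 to 1.16) and 11 higher and 6 lower of 17 (mean 0.14). At an adjusted p under 0.05 0 passed, and at an unadjusted p under 0.05 1 and 0. Relative to the WT mean, the Fig. 6D set stood at -0.77, 0.78 and 0.059 in MED13cTg replicates 1, 2 and 3. The Fig. 6E set stood at -0.40, 0.82 and -0.018. Both means therefore average libraries that lie on opposite sides of WT.

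Other splits of the 6 libraries into 3 and 3 that part all same-numbered pairs number 4, the real one included. In WAT as many genes were called in 2 of the 4, and a set change as large was found in 3 for fatty acid oxidation, 4 for the Krebs cycle and 2 for the respiratory chain. In ventricles the real split was alone of the 4 for genes called (1), fatty acid oxidation (1) and the Krebs cycle (1), and 3 of the 4 were as large for the respiratory chain. Over all 10 splits, the others parting fewer pairs, the counts were 4, 8, 9 and 6 in WAT and 2, 1, 1 and 5 in ventricles. With 10 splits or fewer no share under 0.05 can be reached.

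The 6 ventricle libraries fall into 2 clusters that cross the genotypes. Between clusters the difference of genes had a rank correlation with transcript length of -0.312 and with GC content of 0.181 across 11397 genes, the ratio of fragments was 1.05, and clock genes differed by 0.847 on the log2 scale. Transcript length bias is a candidate explanation, and GC content and the hour of dissection remain open. The split by cluster called 1934 genes, against 7 by genotype. Because the clusters were chosen from the expression values of the same libraries, a large count between them follows from that choice and tests nothing.

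The lower fatty acid oxidation and Krebs cycle sets in ventricles were weighed against technical explanations. The cardiomyocyte list had a mean log2 fold change of 0.0205. It stood at 0.20 and 0.072 relative to the WT mean in MED13cTg replicates 2 and 3, above each WT library, while both sets were lower there, so a smaller cardiomyocyte share does not account for the sets in these 2 mice. In MED13cTg replicate 1, which has the lowest values of both sets, the list stood at -0.21, below each WT library, and a smaller share remains open there. Across 11397 genes, the rank correlations of the genotype difference with transcript length and GC content were weak, at -0.0934 and 0.0445. The length and GC content of the set genes themselves were not compared, so neither is excluded for shifts as small as those of the sets. The clock lists differed between genotypes by 0.538, which on its own leaves the hour of dissection open, but the lists follow the clusters. In WT replicate 1 and MED13cTg replicates 1 and 2 the list that is high in the late afternoon stood at 0.32, 0.34 and 0.30 relative to the WT mean and the list that is low then at -0.28, -0.36 and -0.41. Among these 3 libraries the fatty acid oxidation and Krebs cycle sets still differed by -0.14 and -0.14, Bdh1 was at 11.3 FPKM against 1.73 and 1.42 FPKM, and Ndufs1 was at 495 FPKM against 198 and 226 FPKM, so a difference in hour as these lists show it does not account for those differences; the comparison rests on a single WT library. For Nppa and Nppb, the mean log2 fold change of 4 other atrial genes was 0.635, which leaves atrial tissue open for MED13cTg replicate 2, where the atrial list with Nppa in it stood at 1.95 relative to the WT mean. In MED13cTg replicates 1 and 3 that list stood at 0.16 and -0.016, below the 0.43 of WT replicate 1, while Nppa was at 892 and 1088 FPKM against at most 564 FPKM in WT, so atrial tissue does not account for Nppa in those 2 mice. Bdh1, Ndufs1, Lrrc4b and Stbd1 were weighed against a strain variant carried in every tissue: 0 of these genes were lower in every MED13cTg WAT library than in every WT one. This is a weak test, since Lrrc4b was not tested in WAT, the other 3 were lower in means there (log2 fold changes -0.97, -0.61 and -0.72, overlapping), and the WAT libraries differ in composition.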
